A study of Homo sapiens with 21 samples. Its data were reported in "Transcriptomic analysis functionally maps the intrinsically disordered domain of EWS/FLI and reveals novel transcriptional dependencies for oncogenesis" (2019).

How the data were processed

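RNA-seq libraries of A673 cells were analysed from the deposited processed files, 21 libraries in 7 groups of 3. The shRNA was given on day 1 and the cDNA on day 5, and cells were collected after selection in 2 µg/ml puromycin and 400 µg/ml hygromycin that ended on day 16. Groups and replicate numbers were taken from the sample labels, and every column of the count table was matched to a sample. The columns named mut9d were read as DAF-mut9 from the sample titles and the column order. Every DAF-mut9 value depends on this reading.

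The authors sequenced paired-end libraries, aligned the reads to hg19 with STAR and deposited the raw count of each Ensembl gene made with htseq-count in intersection-strict mode. The annotation release and strand setting are not stated, so genes whose exons overlap others are described as uncertain. The authors then adjusted the counts for the replicate set with ComBat, and deposited these values, a signal that is not scaled for library size. From the adjusted counts the authors computed with DESeq2 the deposited log2 fold changes with standard errors, and the deposited p-value of each gene is Benjamini-Hochberg adjusted. The mean signal column of the authors' table was not used here. The sign of the authors' log2 values was found from the raw counts to be iEF relative to the named condition, and was turned before comparison. The 5 summary lines of the count table held no values, so the share of unassigned reads is not known.

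Raw counts were analysed in R 4.3.3 with edgeR 4.0.16. Of 57820 genes, 48035 had any count and 30549 with a mean of at least 1 count per library were tested. Libraries were normalized by TMM, and a quasi-likelihood model with terms for group and replicate set was fitted to all 21 libraries together. The replicate set was included because the authors adjusted for it. Genes were called changed at a Benjamini-Hochberg adjusted p-value below 0.05. Each condition was compared with iEF, pairs of conditions were compared directly, and the interaction of tyrosine substitution with EWS shortening was tested, although the tyrosines changed in DAF and DAF-mut9 are not the same set. These comparisons were set before the data were examined. DAF was also compared with Δ22, DAF-mut9 with DAF, and WT-EF with Δ22 and DAF-mut9, in tests added afterwards. Standard errors are those of the log2 fold change from the fitted model. Levels are CPM (counts scaled to a TMM-adjusted library of 1 M), given as mean ± SD of 3 libraries, and principal components were computed from log2 CPM with a prior count of 2.

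Rescue was the percentage of endo-EF genes changed in the same direction by a construct, with a Wilson interval. The slope of a construct's log2 fold change on that of endo-EF was fitted across endo-EF genes in each replicate set. Because these comparisons share the iEF libraries, 20 data sets with unchanged constructs were simulated and analysed in the same way. They held 100 contrasts of an unchanged construct, of which 14 had any call.

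Named genes were chosen by a rule set before the data were examined. They were FLI1, EWSR1, the 12 genes of a fixed list, and up to 3 genes each way by absolute log2 fold change in endo-EF, in mut9 over WT-EF, in the interaction, in the sets that DAF moved against endo-EF, and in the classes shared by WT-EF and mut9. Such genes needed a mean of at least 5 CPM, an adjusted p-value below 0.05 and the same direction in all 3 replicate sets, in the comparison that ranked them. Not every gene that met the rule is used here. NR0B1 in Δ22 and DAF-mut9 was singled out after its values were seen. Gene places are from GENCODE release 44 lifted to GRCh37, and 29538 of the tested genes had a symbol there. A group with no more than 3 counts in any library was treated as lying at that level, and fold differences from it are given as lower bounds.

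The scripts were tested on simulated counts drawn from the real means and library sizes with 200 changed genes drawn from those with a mean of at least 10 counts. At a 2-fold change 53% of these were recovered with 1.85% of calls false, against 43.5% and 0% with no replicate block and 63.5% and 9.29% with DESeq2 1.42.0. At a 4-fold change the values were 86% and 6.01%, 81% and 1.22%, and 88% and 12%. The first requirements of this test were recovery above 50% in each fit and, for the main model, 0 calls in 5 unchanged contrasts. The fit with no replicate block missed the first, and the main model gave 1 call in 1 of the 2 simulations, where DESeq2 gave 7 and 13 calls in them. A lower recovery requirement was tried and withdrawn because it had been set from the result, and the results are given as measured, with no requirement on either.

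Library totals were 32.9 to 46.2 M counts, and after TMM adjustment 1 CPM stood for about 32 to 45.2 counts. Alternatives set before the data were examined were DESeq2 with the replicate block, no replicate block, RLE normalization, no low-count filter, the filterByExpr filter of edgeR, the authors' ComBat-adjusted counts, only the compared groups in the model, a further 2-fold requirement, and leaving out each library in turn. ComBat was rerun with sva 3.50.0 for a check of the genes in the adjusted table, and limma 3.58.1 was loaded with edgeR.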

Results

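Transcript levels were profiled by RNA-seq in A673 cells, an established Ewing sarcoma cell line driven by the EWS/FLI fusion, after knockdown of the endogenous fusion and rescue with a series of constructs. The 21 libraries fell into 7 groups of 3, each numbered as replicate set 1, 2 and 3. Control cells carried an shRNA against luciferase (iLuc) and kept the endogenous fusion, and their profile relative to depleted cells is called endo-EF. Depleted cells carried an shRNA against the 3′ untranslated region of the fusion transcript together with an empty vector (iEF), and served as the common baseline. The other groups were depleted cells that received a cDNA for full-length EWS/FLI (WT-EF), a negative control without the EWS domain (Δ22), a full-length form with tyrosines of the N-terminal repeats of EWS changed to alanine (DAF), a form with a large internal deletion of EWS (mut9), or the tyrosine substitutions within that shortened form (DAF-mut9). Library totals ran from 32.9 to 46.2 M counts, and the group means were 38.8 ± 5.77 M for iEF, 38.3 ± 2.52 M for iLuc, 37.5 ± 2.15 M for WT-EF, 41.3 ± 4.51 M for Δ22, 35.9 ± 2.97 M for DAF, 38.9 ± 5.15 M for mut9 and 39.2 ± 1.66 M for DAF-mut9 (SD, n = 3). The 10 most abundant genes of a library held between 9.51% and 14.8% of its counts. Replicates correlated at r = 0.9695 to 0.9932 across genes, where genes are not independent replicates, and every one of the 21 replicate pairs differed by more than counting noise.

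The targeted transcript was examined first. FLI1 (ENSG00000151702, chromosome 11, 128556430 to 128683162, GRCh37) stood at 20.6 ± 0.553 CPM (counts scaled to a TMM-adjusted library of 1 M) in iEF and 70.3 ± 16.2 CPM in iLuc (SD, n = 3), a log2 fold change of 1.75 ± 0.14 (SE) with an adjusted p-value of 1.33e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In rescued cells FLI1 reached 24.5 ± 2.39 CPM with WT-EF, 30.7 ± 2.52 CPM with mut9, 37 ± 2.43 CPM with DAF, 36.3 ± 1.49 CPM with DAF-mut9 and 49.5 ± 11 CPM with Δ22. The rise over iEF was significant for mut9 (log2 fold change 0.57, adjusted p-value 0.00494), DAF (0.84, 0.000365), DAF-mut9 (0.81, 0.00164) and Δ22 (1.25, 4.85e-05), but was not for WT-EF (0.24, adjusted p-value 0.196). Exons of FLI1 share 329 bases with antisense transcripts, and reads from the cDNAs can fall only on the FLI1 portion that each construct carries. EWSR1 (ENSG00000182944, chromosome 22, 29663998 to 29696515), which also counts reads from the intact EWSR1 allele, was higher in iLuc than in iEF by a log2 fold change of 0.37 (adjusted p-value 0.00265), and its adjusted p-value was above 0.05 in the 5 rescue groups. The EWSR1 call in iLuc was lost when only the iLuc and iEF libraries entered the model, with a log2 fold change of 0.39. Exons of EWSR1 share 121 bases with RHBDD3 on the opposite strand, so its values are uncertain.

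Principal component analysis of log2 CPM over 18775 genes placed 62.7% of the variance on the first component and 8.54% on the second. On the first component iLuc had a mean of 145 ± 1.49, WT-EF of 63.1 ± 10.4, mut9 of 7.71 ± 17.1, DAF of -45 ± 4.82, Δ22 of -54 ± 2.72, DAF-mut9 of -56.5 ± 2.97 and iEF of -60.9 ± 3.9 (SD, n = 3). The mut9 libraries were the most scattered, with replicate 2 at 27.2 against 0.921 and -4.99 for replicates 1 and 3. The second component separated iEF, at 35.2 ± 10.3, from Δ22, at 5.55 ± 2.41, and DAF-mut9, at 4.28 ± 3.31. On it iLuc had a mean of 32.5 ± 17.7, DAF of -9.64 ± 6.87, mut9 of -33.5 ± 5.01 and WT-EF of -34.4 ± 4.56. The mean of every group with a cDNA construct thus lay below those of iEF and iLuc.

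**Figure D1:**
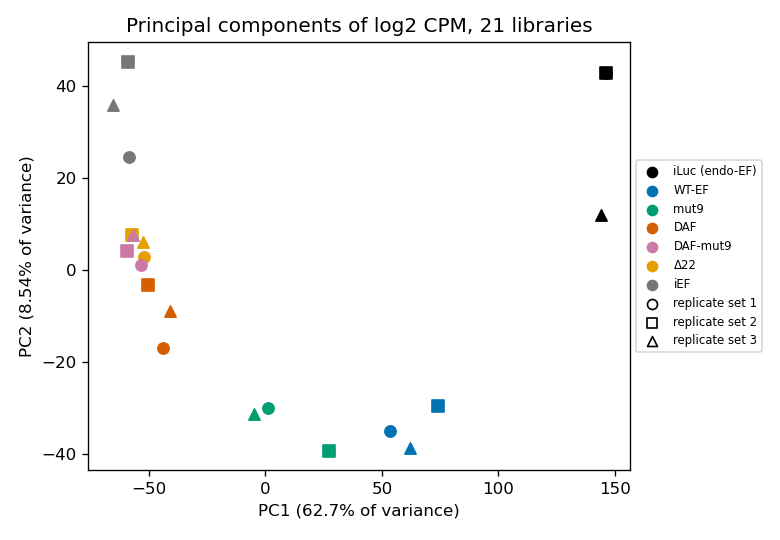
Scores of the 21 libraries on the first and second principal components of log2 CPM, in log2 units, with colour for the group and marker shape for the replicate set. The mut9 libraries lie between WT-EF and DAF on the first component, from -4.99 to 27.2, and iLuc replicates 1 and 2 overlap at 146.

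The endo-EF profile asked which genes depend on the endogenous fusion. Of 30549 genes tested, 12560 differed between iLuc and iEF at an adjusted p-value below 0.05, of which 5727 were higher in iLuc (activated) and 6833 were lower (repressed). The alternative that moved this count most was a further requirement of a 2-fold change, which left 7909 genes. Among genes with at least 5 CPM on average that changed the same way in all 3 replicate sets, the highest activation was seen for SYNPR (ENSG00000163630, chromosome 3, 63213991 to 63602600), at 0.751 ± 0.193 CPM in iEF and 46.4 ± 5.15 CPM in iLuc, a log2 fold change of 6.02 ± 0.32 (SE, adjusted p-value 5.93e-12). The long noncoding RNA ENSG00000227579 (chromosome 1, 177361803 to 177889287) was also strongly activated, with a log2 fold change of 5.92. The strongest repression was seen for ENSG00000161570, which the annotation used here did not place, GALNT5 (ENSG00000136542, chromosome 2, 158114217 to 158175003) and CSF2 (ENSG00000164400, chromosome 5, 131409482 to 131411863). GALNT5 had no more than 3 counts in any iLuc library and 32.6 ± 15.3 CPM in iEF, so it was at least 447-fold lower in iLuc. ENSG00000161570 had no more than 2 counts in iLuc and was at least 369-fold lower, although its level in iEF varied widely (26.9 ± 26.9 CPM). CSF2 fell from 65.7 ± 40.2 CPM to 0.0971 ± 0.00766 CPM, which rested on 4 counts in each iLuc library.

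Each rescue construct was then compared with iEF. WT-EF changed 8635 genes (3470 higher, 5165 lower), mut9 4445 (1901 higher, 2544 lower), DAF 2268 (1041 higher, 1227 lower), DAF-mut9 1038 (384 higher, 654 lower) and Δ22 817 (269 higher, 548 lower). In 100 simulated contrasts of unchanged constructs against the same iEF libraries, 14 gave any call and none gave more than 2. Leaving out 1 library, which also leaves fewer samples, moved the smaller counts. Without iEF replicate 3 the count fell to 1421 for DAF, 386 for DAF-mut9 and 283 for Δ22. The highest counts with 1 library left out were 2130 for DAF and 1130 for DAF-mut9, both without iEF replicate 1, and 922 for Δ22, without iEF replicate 2. The Δ22 count was 426, 394 and 185 without Δ22 replicate 1, 2 and 3, and the DAF-mut9 count was 328, 340 and 428 without DAF-mut9 replicate 1, 2 and 3. The DAF count was 1313 without DAF replicate 1, 1496 without DAF replicate 2 and 1485 without DAF replicate 3, while mut9 fell to 2691 genes without mut9 replicate 2. With no low-count filter the Δ22 and DAF-mut9 counts rose to 2144 and 2243, and with no replicate block they were 508 and 684.

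A gene counted as rescued when a construct changed it significantly in the direction of endo-EF. WT-EF rescued 48.8% of the activated genes (95% Wilson interval across genes, 47.6% to 50.1%) and 64.1% of the repressed genes (63% to 65.2%). For mut9 the shares were 24.3% (23.2% to 25.4%) and 32.5% (31.4% to 33.6%), and for DAF they were 7.95% (7.27% to 8.67%) and 12.4% (11.7% to 13.2%). DAF-mut9 rescued 2.27% (1.92% to 2.69%) of activated and 6.67% (6.11% to 7.29%) of repressed genes, and Δ22 rescued 1.66% (1.36% to 2.02%) and 5.72% (5.2% to 6.3%). Genes are not independent, so these intervals cover counting error only. Significance also depends on the size of a change, and repressed genes had the larger median change in endo-EF. The shares therefore do not show that repression was rescued better than activation. An unchanged construct simulated against the same iEF libraries rescued at most 0.0144% of the repressed genes. The WT-EF share of repressed genes moved most when WT-EF replicate 2 was left out, to 51.4%. Without iEF replicate 3 the repressed share dropped to 8.01% for DAF, and both shares dropped for DAF-mut9, to 1.35% and 2.37%, and for Δ22, to 0.846% and 2.11%. Repressed rescue by mut9 was 19.8% without mut9 replicate 2, and that by DAF was 6.72% without DAF replicate 1 and 7% without DAF replicate 3. Activated and repressed rescue fell to 0.953% and 1.66% for DAF-mut9 without its replicate 1, to 1.24% and 1.93% without its replicate 2, and to 1.08% and 2.37% without its replicate 3. For Δ22 they fell to 0.923% and 2.92% without its replicate 2 and to 0.627% and 0.805% without its replicate 3, and the repressed share was 2.39% without its replicate 1. The activated share of DAF-mut9 rose to 3.42% without iLuc replicate 3.

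**Figure D2:**
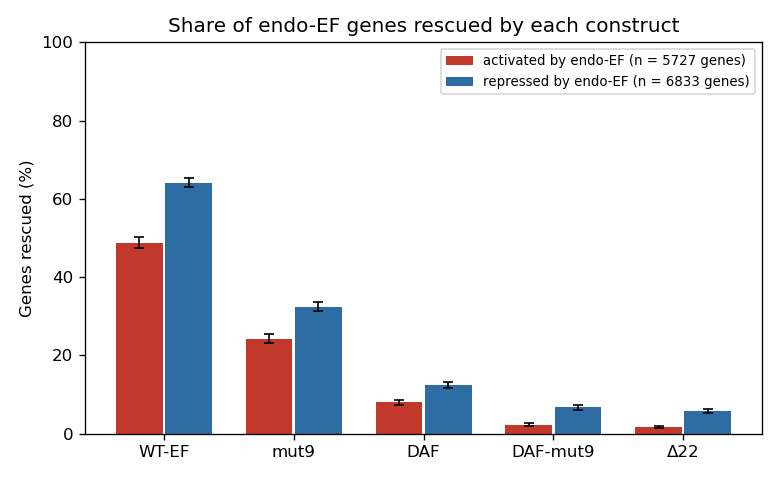
Percentage of the 5727 endo-EF-activated (red) and 6833 endo-EF-repressed (blue) genes rescued by each construct, with 95% Wilson intervals across genes. WT-EF reached 48.8% and 64.1%, mut9 24.3% and 32.5%, DAF 7.95% and 12.4%, and DAF-mut9 and Δ22 no more than 6.67%.

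As a measure of the size of rescue, the log2 fold change of each construct was regressed on that of endo-EF over the endo-EF genes, within each replicate set. The slope was 0.596 ± 0.061 for WT-EF, 0.392 ± 0.0705 for mut9, 0.188 ± 0.0602 for DAF, 0.131 ± 0.0435 for DAF-mut9 and 0.133 ± 0.0557 for Δ22 (SD, n = 3). Because every construct shares the iEF libraries with endo-EF, a slope above 0 arises with no effect, and the simulated slope of an unchanged construct was 0.0466 to 0.0558. WT-EF exceeded mut9 in each replicate set, with slopes of 0.526 against 0.327, 0.634 against 0.467 and 0.629 against 0.381. DAF, at 0.154, 0.153 and 0.258, lay below mut9 in each set and above Δ22, at 0.0908, 0.111 and 0.196. DAF-mut9 and Δ22 differed by less than the spread between sets. Fitted separately, the mut9 slope was 0.43, 0.538 and 0.512 for activated genes against 0.29, 0.484 and 0.372 for repressed genes. For DAF it was 0.2, 0.242 and 0.337 against 0.178, 0.24 and 0.316. In DAF-mut9 and Δ22 the repressed genes had the higher slope in each set, and in WT-EF the sets differed in direction. Over all alternatives the WT-EF slope ranged from 0.566, without iLuc replicate 3, to 0.638, without iEF replicate 1. The median log2 fold change of activated genes was 1.00 ± 0.02 in endo-EF, 0.53 ± 0.05 with WT-EF, 0.35 ± 0.06 with mut9, 0.079 ± 0.091 with DAF, 0.054 ± 0.051 with DAF-mut9 and 0.048 ± 0.043 with Δ22. That of repressed genes was -1.43 ± 0.17, -0.86 ± 0.07, -0.44 ± 0.07, -0.14 ± 0.08, -0.080 ± 0.056 and -0.11 ± 0.05 (SD, n = 3). By this median DAF differed from Δ22 by less than the spread between sets.

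**Figure D3:**
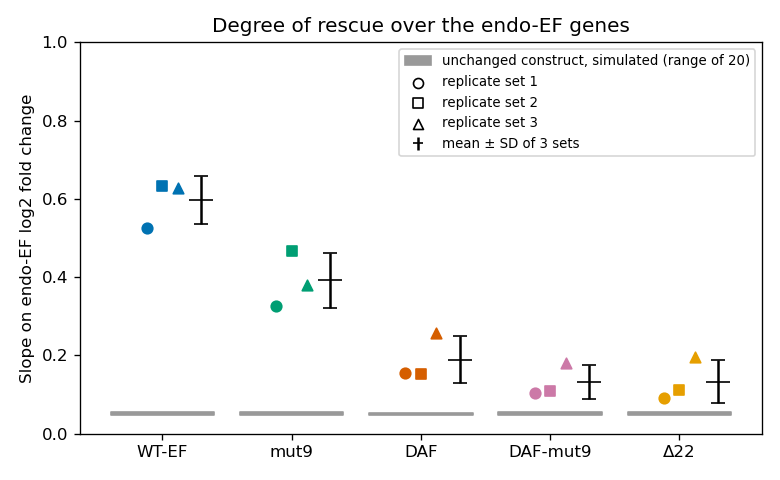
Slope of each construct's log2 fold change on that of endo-EF in each replicate set (coloured markers), with the mean ± SD of 3 sets in black and the range of 20 simulated unchanged constructs in grey. WT-EF averaged 0.596, mut9 0.392 and DAF 0.188, while DAF-mut9 and Δ22 averaged 0.131 and 0.133 against a simulated 0.0466 to 0.0558.

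The direction of change was compared among the genes that both endo-EF and a construct altered. Of the 7260 such genes for WT-EF, 1.14% moved opposite to endo-EF (95% Wilson interval 0.923% to 1.42%), and of the 3770 for mut9, 4.27% did (3.67% to 4.96%). The share was 24.4% of 1724 genes for DAF (22.4% to 26.4%), 28.1% of 815 for DAF-mut9 (25.1% to 31.3%) and 24.3% of 642 for Δ22 (21.1% to 27.8%). The WT-EF share rose to 2.85% without iLuc replicate 3, and the other alternatives left it between 0.834% and 2.21%. Activated genes that DAF lowered most were BEST1 (ENSG00000167995, chromosome 11, 61717535 to 61732987), KLF15 (ENSG00000163884, chromosome 3, 126061478 to 126076251) and SLC7A2 (ENSG00000003989, chromosome 8, 17354597 to 17428082). SLC7A2 stood at 33.3 ± 21.5 CPM in iEF, 86.2 ± 14 CPM in iLuc and 8.1 ± 1.78 CPM with DAF (log2 fold change -1.92 ± 0.26 SE, adjusted p-value 6.38e-05), with Δ22 similar at 8.73 ± 1.74 CPM. KLF15 changed by a log2 fold change of -2.02 with DAF and -2.42 with Δ22, and its call with DAF was lost on the authors' ComBat-adjusted counts. The construct mut9 lowered SLC7A2 (-1.09, adjusted p-value 0.00405) and BEST1 (-1.87, 0.0159), and its change of KLF15 was not significant (-0.61, 0.267). WT-EF also lowered BEST1 (-1.57, 0.0231), and DAF did not differ significantly from WT-EF there (-0.57, 0.478). The fall of BEST1 is therefore not particular to DAF. With WT-EF, SLC7A2 stood at 21 ± 8.51 CPM and KLF15 at 5.31 ± 1.18 CPM, the latter against 3.37 ± 2.31 CPM in iEF. BEST1 shares 1267 exon bases with FTH1 on the opposite strand and is uncertain. Its activation by endo-EF (log2 fold change 1.38) was reversed in replicate set 3, at 19.8 CPM in iEF against 6.54 CPM in iLuc, and one direction in all sets was required only of its change with DAF. The activation lost the call on the authors' ComBat-adjusted counts (1.05), with only the compared groups in the model (1.45), and without iEF replicate 1 (0.97), iEF replicate 2 (0.99), iLuc replicate 1 (0.82) or iLuc replicate 2 (1.16), and its log2 fold change of -2.14 with DAF lost it without iEF replicate 3 (-1.15) or DAF replicate 1 (-1.93).

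Repressed genes that DAF raised most were CXCR4 (ENSG00000121966, chromosome 2, 136871919 to 136876747), CD93 (ENSG00000125810, chromosome 20, 23059997 to 23066961) and NPNT (ENSG00000168743, chromosome 4, 106815932 to 106925184). CXCR4 rose from 4.4 ± 1.6 CPM in iEF to 47.1 ± 24 CPM with DAF (log2 fold change 3.21 ± 0.41 SE, adjusted p-value 3.44e-05), to 37.2 ± 12.7 CPM with DAF-mut9 and to 37.6 ± 26.5 CPM with Δ22, against 0.783 ± 0.133 CPM in iLuc. CD93 had no more than 1 count in any iLuc library, and was at least 25.5-fold lower there than in iEF and at least 220-fold lower than with DAF. NPNT rose by a log2 fold change of 2.82 with DAF, and 415 of its exon bases overlap antisense genes. The construct mut9 also raised these 3 genes, by log2 fold changes of 1.79 (CXCR4, adjusted p-value 0.00298), 1.36 (CD93, 0.0217) and 1.04 (NPNT, 0.0412). WT-EF lowered CD93 (-1.46, 0.0174) and NPNT (-1.33, 0.00766), and its change of CXCR4 was not significant (-0.19, 0.776). For these 3 genes the calls in endo-EF and with DAF held in every alternative in which they were tested. No alternatives were run for their changes with the other constructs.

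Constructs were also compared directly, because significance against iEF in one group and not in another does not show a difference between them. WT-EF and iLuc differed in 5591 genes (2988 higher with WT-EF), and DAF and WT-EF in 7615 (4374 higher with DAF). Between mut9 and WT-EF 1878 genes differed, of which 1511 (80.5%) were higher with mut9. This count moved most when the model held only the mut9 and WT-EF libraries, to 5111 genes, of which 59.7% were higher with mut9. It was 696 and 997 without WT-EF replicates 2 and 3, and 824 and 900 without mut9 replicates 1 and 3. The genes most raised with mut9 over WT-EF were MMP9 (ENSG00000100985, chromosome 20, 44637547 to 44645200, 37.8 ± 10.9 against 1.28 ± 0.262 CPM), CSF2 (7.67 ± 6.07 against 0.419 ± 0.24 CPM) and CCL2 (ENSG00000108691, chromosome 17, 32582293 to 32584227, 243 ± 168 against 13.9 ± 5.2 CPM). Of these, mut9 raised only MMP9 over iEF (log2 fold change 2.54, adjusted p-value 0.0013). It lowered CSF2 (-2.66, 0.0113), and its change of CCL2 was not significant (-0.56, 0.504). A gene higher with mut9 than with WT-EF is thus not always raised over iEF. Genes strongly lowered with mut9 relative to WT-EF included CALCB (ENSG00000175868, chromosome 11, 14926543 to 15103888, 4.74 ± 0.734 against 39.9 ± 3.3 CPM) and POU1F1 (ENSG00000064835, chromosome 3, 87308554 to 87325734, 4.75 ± 1.65 against 22.1 ± 8.02 CPM). The POU1F1 call was lost on the authors' ComBat-adjusted counts, 430 exon bases of MMP9 overlap an antisense gene and 115 of CALCB overlap the CALCP pseudogene. Between mut9 and DAF 2018 genes differed (955 higher with mut9), which fell to 872 without mut9 replicate 2 and to 1004 without DAF replicate 2. DAF-mut9 and mut9 differed in 3003 genes (1572 higher with DAF-mut9), falling to 1765 without mut9 replicate 2 and 1828 without DAF-mut9 replicate 2.

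DAF-mut9 and the negative control Δ22 could not be separated by this test. At an adjusted p-value below 0.05 the count of differing genes was 0, against 671 at an unadjusted p-value below 0.05, and 0 genes differed in each of the 6 fits that left out a DAF-mut9 or Δ22 library. With no low-count filter 14 genes differed. For comparison, simulated genes changed 2-fold in 3 libraries against 3 were recovered in 53% of cases, so differences of this size could be missed in single genes.

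The design also allows the effect of tyrosine substitution in the full-length and the shortened EWS domain to be compared, as the interaction (DAF-mut9 versus mut9) minus (DAF versus WT-EF). The substitutions are not the same in the 2 forms, since DAF keeps the SYGQ2 stretch of EWS intact while DAF-mut9 has alanine for every repeat tyrosine left in mut9, so the interaction mixes the form of the domain with the set of tyrosines changed. The interaction was significant for 1017 genes, 154 positive (15.1%) and 863 negative. In the alternatives that kept all libraries the positive share ran from 13.3% to 25.1%, the latter with DESeq2. The count rose to 2416 genes when only the libraries of these 4 groups were modelled. It fell to 505, 576, 508 and 625 without mut9 replicate 1, DAF-mut9 replicate 1, WT-EF replicate 2 and DAF replicate 2. Without mut9 replicate 3 it was 663. The largest positive values were for CALCB (2.89 ± 0.34 SE, adjusted p-value 3.37e-05), POU1F1 (2.82 ± 0.51, 0.00247) and IL17RD (ENSG00000144730, chromosome 3, 57124010 to 57204334, 2.45 ± 0.47, 0.00419), and the largest negative values were for MMP9 (-9.11 ± 0.79, 1.68e-06), CCL2 (-5.13 ± 0.67, 0.000102) and CXCL10 (ENSG00000169245, chromosome 4, 76942271 to 76944650, -4.96 ± 0.84, 0.00146). MMP9 stood at 1.28 ± 0.262 CPM with WT-EF, 130 ± 103 CPM with DAF, 37.8 ± 10.9 CPM with mut9 and 6.79 ± 2.83 CPM with DAF-mut9. NR0B1 showed an interaction of -2.52 ± 0.38 (adjusted p-value 0.000518).

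WT-EF and mut9 are the rescue constructs the study described as transforming, so genes shared by them were contrasted with those that also responded to DAF. Genes higher than in iEF with endo-EF, WT-EF and mut9 numbered 1279. Of these, 550 were also higher with WT-EF and with mut9 than with DAF, including 398 that DAF did not raise over iEF, whereas 376 were raised over iEF by DAF too. On the repressed side 2145 genes were lower with endo-EF, WT-EF and mut9, of which 575 were lower with WT-EF and mut9 than with DAF and 725 were also lowered by DAF. The alternative that moved the first class most was leaving out mut9 replicate 2, which gave 312 genes, and the class held 334 genes without DAF replicate 2. The corresponding repressed class fell to 182 and 332 genes in the same fits, and the 725 genes lowered in all 4 profiles became 414, 415 and 421 without iEF replicate 3, DAF replicate 1 and DAF replicate 3. The first class included ENSG00000227579 (log2 fold change of mut9 over DAF 1.16) and PPP1R1A (ENSG00000135447, chromosome 12, 54969171 to 54982443, 1.52), which shares 443 exon bases with PDE1B on the other strand. The classes overlap. ENSG00000227579 was also raised over iEF by DAF (log2 fold change 1.38, adjusted p-value 0.00793), so it belongs to the genes raised in all 4 profiles too. The mut9 over DAF call of ENSG00000227579 was lost with no replicate block (1.20), on the authors' ComBat-adjusted counts (0.91), and without DAF replicate 2 (1.10) or mut9 replicate 3 (0.92), and that of PPP1R1A without DAF replicate 1 (1.13), DAF replicate 2 (1.69) or mut9 replicate 2 (1.26). The genes raised most by DAF among those raised in all 4 profiles were TNNT1 (ENSG00000105048, chromosome 19, 55644066 to 55660574, log2 fold change 3.68 ± 0.30 SE with DAF), SLC15A2 (ENSG00000163406, chromosome 3, 121613248 to 121663035, 3.52 ± 0.34) and APELA (ENSG00000248329, chromosome 4, 165798330 to 165820117, 3.36 ± 0.35). TNNT1 was higher with DAF, at 34.7 ± 15 CPM, than with WT-EF, at 10.4 ± 4.3 CPM (log2 fold change 1.72, adjusted p-value 7.01e-05).

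A list of 12 EWS/FLI targets was fixed before the data were examined. The study named 9 of them, and referred to the HOXD genes only as a group, for which HOXD10, HOXD11 and HOXD13 were chosen here. The list held 9 activated genes (NR0B1, NKX2-2, GSTM4, FCGRT, GLI1, SOX2, HOXD10, HOXD11 and HOXD13) and 3 repressed genes (TGFBR2, IGFBP3 and LOX). The study discussed some of them from related data, so the list is not independent evidence. All 12 changed in the listed direction in endo-EF, with WT-EF and with mut9, whether p-values were adjusted over all genes or adjusted over the list alone. DAF rescued 4 of them (NKX2-2, GSTM4, FCGRT and LOX), or 5 adjusted over the list alone. DAF-mut9 rescued 1 (SOX2), or 2 adjusted over the list alone, and Δ22 rescued 0 by either count. Such counts do not show that constructs differ. By direct tests FCGRT was lower with DAF-mut9 than with DAF (log2 fold change -1.82, adjusted p-value 8.22e-06), as was NR0B1 (-1.79, 0.0012). No significant difference was found for NKX2-2 (-0.23, 0.916), GSTM4 (-0.97, 0.0724), LOX (0.37, 0.794) or SOX2 (0.39, 0.513). By qRT-PCR the study described DAF as failing at NKX2-2 and as partly rescuing NR0B1, LOX and IGFBP3. With a further requirement of a 2-fold change the mut9 number was 7. The DAF number moved most without iEF replicate 3 or DAF replicate 3, to 1 in each as on the authors' ComBat-adjusted counts, and was 2 without iEF replicate 1 or DAF replicate 1. The DAF-mut9 number fell to 0 without iEF replicate 1, iEF replicate 3 or any DAF-mut9 replicate, with no replicate block and with a 2-fold change required, and was 2 with no low-count filter, where the Δ22 number was 1.

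FCGRT (ENSG00000104870, chromosome 19, 50010073 to 50029685) had the largest log2 fold change of the 4 genes that DAF rescued, at 36.4 ± 3.54 CPM against 7.92 ± 1.8 CPM in iEF and 110 ± 10 CPM in iLuc (log2 fold change 2.21 ± 0.18 SE, adjusted p-value 2.34e-07). The DAF calls of NKX2-2 (ENSG00000125820, chromosome 20, 21491655 to 21494702, log2 fold change 1.00), GSTM4 (ENSG00000168765, chromosome 1, 110198721 to 110208118, 0.95) and LOX (ENSG00000113083, chromosome 5, 121398890 to 121414108, -1.01) were less stable. NKX2-2 lost its call with no replicate block (0.96), on the authors' ComBat-adjusted counts (0.85), with only the compared groups in the model (0.97), and without iEF replicate 1 (0.87), iEF replicate 3 (0.98) or DAF replicate 3 (0.66), and GSTM4 on the ComBat-adjusted counts (0.80), with only the compared groups in the model (0.96), and without iEF replicate 1 (0.88), iEF replicate 3 (0.74), DAF replicate 1 (0.90) or DAF replicate 3 (0.76). LOX lost it on the ComBat-adjusted counts (-0.91) and without iEF replicate 3 (-0.85), DAF replicate 1 (-1.07) or DAF replicate 3 (-0.76). Reads of GSTM4 can be split with its close paralogs, and 933 exon bases of NKX2-2 overlap antisense genes, so both values are uncertain. LOX shares 138 exon bases with SRFBP1 and GLI1 shares 5 with ARHGAP9, both on the opposite strand, so they carry some uncertainty too. GLI1 (ENSG00000111087, chromosome 12, 57853568 to 57866051) rose to 2.39 ± 0.322 CPM with WT-EF and 1.31 ± 0.338 CPM with mut9 from 0.246 ± 0.127 CPM in iEF, and with DAF, at 0.463 ± 0.223 CPM, no change was detectable at these counts. The GLI1 call with mut9 was lost on the authors' ComBat-adjusted counts (log2 fold change 1.75). Direct tests put GLI1, HOXD10, HOXD11 and HOXD13 lower with DAF than with WT-EF, by log2 fold changes of -2.39, -0.89, -0.86 and -1.27, though HOXD10 and HOXD11 share 452 exon bases. IGFBP3 (ENSG00000146674, chromosome 7, 45951844 to 45961473) fell from 4540 ± 1160 CPM in iEF to 16.9 ± 0.863 CPM in iLuc, 353 ± 155 CPM with WT-EF and 1740 ± 463 CPM with mut9, but stayed at 4530 ± 976 CPM with DAF. TGFBR2 (ENSG00000163513, chromosome 3, 30648093 to 30735634) likewise fell to 116 ± 15.7 CPM with mut9 from 185 ± 32.8 CPM in iEF, a call lost without iEF replicate 3 (log2 fold change -0.47) or mut9 replicate 2 (-0.64), and HOXD11 lost its mut9 call (0.78) without iEF replicate 1 (0.73), iEF replicate 3 (0.73) or mut9 replicate 2 (0.64).

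NR0B1 (ENSG00000169297, chromosome X, 30322323 to 30327507) behaved differently from the rest of the list. It rose from 16.4 ± 6.26 CPM in iEF to 52.4 ± 7.89 CPM in iLuc, 46.5 ± 8.81 CPM with mut9 and 28.4 ± 2.59 CPM with WT-EF. With DAF it stood at 27.3 ± 9.45 CPM, a log2 fold change of 0.74 ± 0.27 (SE) with an adjusted p-value of 0.104, and this became significant with no low-count filter or when only the compared groups were modelled. DAF and WT-EF did not differ at this gene (log2 fold change -0.10, adjusted p-value 0.84). DAF-mut9 and Δ22 lowered it below iEF, with log2 fold changes of -1.05 (adjusted p-value 0.0374) and -1.03 (0.0473). The DAF-mut9 call was lost with no replicate block (-1.10), on the authors' ComBat-adjusted counts (-0.88), and without iEF replicate 2 (-0.84), iEF replicate 3 (-1.04), DAF-mut9 replicate 1 (-0.89) or DAF-mut9 replicate 2 (-0.87). The Δ22 call was lost with no replicate block (-1.02), under the filterByExpr filter (-1.03), on the ComBat-adjusted counts (-0.86), and without iEF replicate 2 (-0.80), iEF replicate 3 (-1.03), Δ22 replicate 1 (-0.99) or Δ22 replicate 3 (-0.81), and the WT-EF call (0.84) without iEF replicate 1 (0.66), iEF replicate 3 (0.85), WT-EF replicate 1 (0.86) or WT-EF replicate 3 (0.72).

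**Figure D4:**
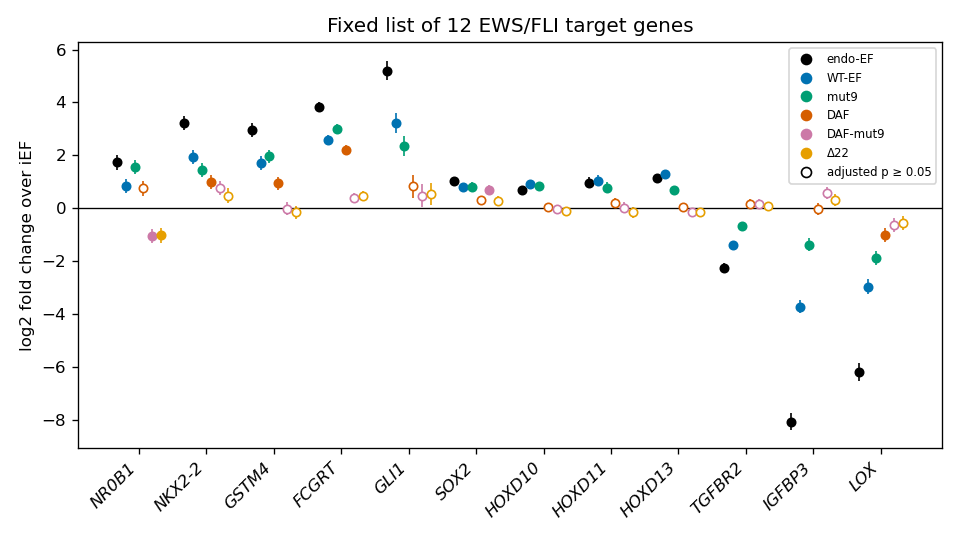
Log2 fold change over iEF (points) with standard error (bars) for the 12 listed genes in endo-EF and with each construct, where open points have an adjusted p-value of 0.05 or more. All 12 genes are filled for endo-EF, WT-EF and mut9, 4 in the listed direction for DAF, 1 for DAF-mut9 and 0 for Δ22, with NR0B1 filled below 0 for the last 2.

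The calls were also set beside the authors' own comparisons. The authors' deposited table covered 26325 genes and called 10454 genes for endo-EF, 7627 for WT-EF, 4086 for mut9, 2481 for DAF, 1280 for DAF-mut9 and 986 for Δ22 at an adjusted p-value below 0.05. Log2 fold changes in the authors' deposited table correlated with those computed here at r = 0.981 to 0.992 across genes. Of the genes called in the authors' deposited table, 97.3% were called here in the same direction for endo-EF, 93.2% for WT-EF, 85.2% for mut9, 72.8% for DAF, 58.6% for DAF-mut9 and 58.5% for Δ22, and 0 were called in the opposite direction. For WT-EF the deposited calls comprised 3155 higher and 4472 lower genes, and for mut9 1661 and 2425. These numbers for WT-EF and mut9 differ slightly from those in the text of the study.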

Values the study reported

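For the shortened form mut9 the paper counted 2422 repressed and 1663 activated genes, and for DAF it counted 1235 repressed and 1246 activated genes. For full-length EWS/FLI it counted 4497 repressed and 3180 activated genes.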

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

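The test that libraries of WT-EF, DAF, mut9 and DAF-mut9 were regrouped in, and the tests of depth, of GC content and gene length, and of a common floor, were written before their results were seen. The direct comparison of DAF-mut9 with DAF that the last of them needs, the look at genes where mut9 and WT-EF did not differ, and the simulated contrasts, were tests chosen only after the result was seen.

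The effect of the tyrosine substitutions differed between the full-length and the shortened EWS domain, by a direct test of that difference, in 1017 genes. The tyrosines changed are not the same set in the 2 forms, because DAF keeps the SYGQ2 stretch intact and DAF-mut9 has alanine for every repeat tyrosine left in mut9. The design does not separate this from the shortening of the domain. Named genes with this difference were CALCB (2.89), POU1F1 (2.82), IL17RD (2.45), MMP9 (-9.11), CCL2 (-5.13) and CXCL10 (-4.96), as log2 differences. Each kept its direction in every alternative in which it was tested, 18 for CCL2 and 19 for the others, from 2.67 to 3.11 for CALCB, 2.17 to 3.30 for POU1F1, 2.19 to 2.71 for IL17RD, -9.48 to -8.09 for MMP9, -5.63 to -4.26 for CCL2 and -5.58 to -4.09 for CXCL10, and only POU1F1 lost its call, on the authors' ComBat-adjusted counts.

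Among 40 ways of grouping the libraries, the real one included, 6 gave at least as many genes as the interaction. The 5 others, with 1797 to 3890 genes, all kept the 3 WT-EF libraries on one side. They may carry the difference of WT-EF from the other groups, so they were not taken as a count expected by chance. This cause was not tested. The 32 ways that mixed the WT-EF libraries gave 0 genes each, with 418 to 3651 at an unadjusted p-value below 0.05 against 4453 for the real grouping. The 2 other ways that kept them together also gave 0, with 1095 and 2454, so keeping them together does not by itself give such counts. Simulated contrasts of unchanged constructs with iEF gave at most 2 calls, though the interaction itself was not simulated. The share of 6 in 40 does not exclude chance, and because the cause of the 5 other counts is untested it decides nothing further.

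A floor may account for part of it. If either set of substitutions removes nearly all activity, DAF and DAF-mut9 are alike and the difference only restates how mut9 differs from WT-EF. Of the 1017 genes, 15.7% (160) differed between DAF-mut9 and DAF, while 73.4% (746) differed between mut9 and WT-EF, 888 between DAF and WT-EF and 423 between DAF-mut9 and mut9. For the 160 genes a floor is not the whole cause, because DAF-mut9 and DAF were not alike there, and 110 of them had no significant difference between mut9 and WT-EF. The 160 include MMP9, at 130 ± 103 CPM with DAF and 6.79 ± 2.83 CPM with DAF-mut9 (SD, n = 3). They do not include CALCB, POU1F1, IL17RD, CCL2 or CXCL10. The adjusted p-values of these genes for DAF-mut9 against DAF were 0.941, 0.743, 0.135, 0.671 and 0.62 by the direct test. Their interaction may thus only restate how mut9 differs from WT-EF. Among the 110 were NR0B1 (log2 fold change of DAF-mut9 over DAF -1.79), FCGRT (-1.82), TNNT1 (-2.60), SLC15A2 (-1.98) and APELA (-2.45), whose adjusted p-values for mut9 against WT-EF were 0.118, 0.174, 0.936, 0.978 and 0.724. For the other genes the floor stays open, since a test that is not significant does not show that DAF-mut9 and DAF are alike.

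Library depth is excluded as the whole cause, since 946 genes remained with all libraries thinned to 32.9 M counts, 910 of them among the original genes. A trend with GC content and gene length is excluded in the same sense, as after correction 873 genes remained, 729 of them among the original 993 with known GC content and length. RLE normalization gave 965 genes. The 10 most abundant genes held 9.51% to 14.8% of the counts of a library. Exons of MMP9 share 430 bases with an antisense gene and those of CALCB share 115 with a pseudogene, so both carry some uncertainty. Reads from other cells and a mislabelled library were not tested. With these untested and the floor open for most of the genes, no biological cause is assigned.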

How the results depend on the processing

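The order of the constructs, WT-EF over mut9 over DAF over both DAF-mut9 and Δ22, held in 9 of 9 settings that kept all libraries, the reported one included, for counts of changed genes, for both rescue percentages and for slopes. Every slope stayed within its spread between replicate sets in 17 of 17 alternatives, from 0.566 to 0.638 for WT-EF, 0.353 to 0.431 for mut9, 0.146 to 0.213 for DAF, 0.0985 to 0.153 for DAF-mut9 and 0.0933 to 0.16 for Δ22. Most of these fits could hardly give another outcome. Leaving out 1 library drops its replicate set, and the mean of the remaining sets nearly always lies within that spread. With DESeq2, no replicate block, only the compared groups or a 2-fold requirement, only the set of endo-EF genes could change the slope. DAF-mut9 lay above Δ22 in 8 of 9 settings for counts, 9 for activated rescue, 7 for repressed rescue and 0 for slopes. Of 336 values of the 42 summary results under the 8 alternatives that kept all libraries, 108 moved by more than their spread, or by more than 1.5 times for counts. Spreads of percentages cover counting error only, so small moves are included below. Except where the change follows from the alternative itself, the cause was not tested.

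With DESeq2 and the replicate block, changed genes numbered 1613 (991 shared with the 1017 reported) for the interaction. Activated rescue was 51.2% for WT-EF, 25.7% for mut9, 10.2% for DAF, 3.65% for DAF-mut9 and 2.59% for Δ22, and repressed rescue was 65.8% for WT-EF, 36.3% for mut9, 14.3% for DAF, 8.9% for DAF-mut9 and 7.88% for Δ22. The opposite share was 27.8% for DAF and 31.4% for DAF-mut9. Under RLE normalization, activated rescue was 22.8% for mut9. Repressed rescue was 33.6% for mut9. RLE moved no median of all genes by more than 0.1 on the log2 scale.

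Libraries with the same replicate number in different groups deviated together only in part: 63 such pairs had a mean r of 0.138 across genes (-0.0633 to 0.375, with 37 above 0.1). The replicate block rests on the authors' adjustment for the replicate set. With no replicate block, changed genes numbered 508 (504 shared with the 817 reported) for Δ22 and 684 (681 shared with the 1038 reported) for DAF-mut9. Activated rescue was 45.8% for WT-EF, 21.9% for mut9, 6.57% for DAF, 1.31% for DAF-mut9 and 0.93% for Δ22, and repressed rescue was 62.2% for WT-EF, 29.9% for mut9, 10.5% for DAF, 4.87% for DAF-mut9 and 3.99% for Δ22. The opposite share was 3.57% for mut9, 22.1% for DAF, 23.8% for DAF-mut9 and 20% for Δ22, and listed genes rescued numbered 0 for DAF-mut9.

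With no low-count filter, changed genes numbered 2144 (793 shared with the 817 reported) for Δ22, 2243 (999 shared with the 1038 reported) for DAF-mut9, 3082 (1869 shared with the 2018 reported) for mut9 vs DAF, 14 (0 shared with the 0 reported) for DAF-mut9 vs Δ22 and 2007 (967 shared with the 1017 reported) for the interaction. Repressed rescue was 67.1% for WT-EF, 41.5% for mut9, 21.2% for DAF, 16.4% for DAF-mut9 and 17.2% for Δ22, and the opposite share was 2.21% for WT-EF and 6.13% for mut9. Activated rescue was 25.5% for mut9, 10.7% for DAF, 4.44% for DAF-mut9 and 3.8% for Δ22, and listed genes rescued numbered 2 for DAF-mut9 and 1 for Δ22. The gene classes held 1081 genes lowered more by WT-EF and mut9 than by DAF and 1193 genes lowered in all 4 profiles. This alternative tested 48035 genes. Under the filterByExpr filter, activated rescue was 50.8% for WT-EF, 9.01% for DAF and 2.73% for DAF-mut9. Repressed rescue was 70.05% for WT-EF, 39.3% for mut9 and 14.1% for DAF, and the opposite share was 26.5% for DAF.

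On the authors' ComBat-adjusted counts, repressed rescue was 65.5% for WT-EF, 10.3% for DAF, 5.53% for DAF-mut9 and 4.25% for Δ22. The opposite share was 31.4% for DAF, 31.6% for DAF-mut9 and 27.8% for Δ22, and listed genes rescued numbered 1 for DAF. Activated rescue was 1.83% for DAF-mut9 and 1.11% for Δ22. With only the compared groups in the model, changed genes numbered 5111 (1863 shared with the 1878 reported) for mut9 vs WT-EF, 4849 (2930 shared with the 3003 reported) for DAF-mut9 vs mut9 and 2416 (1016 shared with the 1017 reported) for the interaction. Activated rescue was 52.7% for WT-EF and 22.1% for mut9, and repressed rescue was 72.7% for WT-EF, 14% for DAF, 8.13% for DAF-mut9 and 8.97% for Δ22. The opposite share was 3.28% for mut9, 19.6% for DAF, 23.4% for DAF-mut9 and 19.8% for Δ22. In that model 59.7% of the genes that differed between mut9 and WT-EF were higher with mut9, against 80.5%. With a further requirement of a 2-fold change, changed genes numbered 7909 for endo-EF, 4985 for WT-EF, 539 for Δ22, 1292 for DAF, 2779 for mut9, 648 for DAF-mut9, 2918 for WT-EF vs iLuc, 965 for mut9 vs WT-EF, 3919 for DAF vs WT-EF, 1007 for mut9 vs DAF and 1723 for DAF-mut9 vs mut9. Activated rescue was 43.1% for WT-EF, 27.6% for mut9 and 1.91% for DAF-mut9, and repressed rescue was 58.8% for WT-EF and 29.2% for mut9. The opposite share was 0.834% for WT-EF, 3.17% for mut9, 15.7% for DAF, 20.6% for DAF-mut9 and 17.9% for Δ22, and listed genes rescued numbered 7 for mut9 and 0 for DAF-mut9. The gene classes held 336 genes raised more by WT-EF and mut9 than by DAF, 215 genes raised in all 4 profiles and 236 genes lowered more by WT-EF and mut9 than by DAF. The lower counts under this requirement follow from its construction.

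Leaving out 1 library at a time moved 28 summary results, which follows in part from fewer samples. Changed genes numbered 185 to 922 for Δ22, 1313 to 2130 for DAF, 2691 to 4043 for mut9, 328 to 1130 for DAF-mut9, 696 to 1733 for mut9 vs WT-EF, 505 to 1089 for the interaction, 872 to 1684 for mut9 vs DAF and 1765 to 2591 for DAF-mut9 vs mut9. Activated rescue was 39.9% to 53.6% for WT-EF, 16.4% to 27.2% for mut9, 5.78% to 9.69% for DAF, 0.953% to 3.42% for DAF-mut9 and 0.627% to 2.36% for Δ22. Repressed rescue was 51.4% to 69.5% for WT-EF, 19.8% to 36.1% for mut9, 6.72% to 14.6% for DAF, 1.66% to 8.71% for DAF-mut9 and 0.805% to 7.66% for Δ22. The opposite share was 0.878% to 2.85% for WT-EF, 2.89% to 6.36% for mut9, 18.7% to 29.96% for DAF, 20.6% to 34.5% for DAF-mut9 and 18.4% to 34.1% for Δ22. Listed genes rescued numbered 1 to 4 for DAF and 0 to 1 for DAF-mut9. The gene classes held 312 to 633 genes raised more by WT-EF and mut9 than by DAF, 182 to 741 genes lowered more by WT-EF and mut9 than by DAF and 414 to 813 genes lowered in all 4 profiles.

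Of 102 results for named genes, 80 kept their direction and their side of the threshold in all alternatives and 22 did not. With all libraries kept, 20 values lost their call, 2 gained one (NR0B1 with DAF) and 0 reversed. With 1 library left out, 38 lost their call and 8 reversed. The reversed values were all changes with DAF that were not significant: EWSR1 at -0.016 without iEF replicate 2, HOXD10 at -0.020, -0.015, -0.0082 and -0.095 without iEF replicate 1, iEF replicate 3, DAF replicate 1 and DAF replicate 3, HOXD11 at -0.066 without DAF replicate 3, and IGFBP3 at 0.25 and 0.084 without iEF replicate 2 and DAF replicate 3. Across the fits that left out 1 library, these changes with DAF ran from -0.016 to 0.076 for EWSR1, -0.095 to 0.18 for HOXD10, -0.066 to 0.45 for HOXD11 and -0.23 to 0.25 for IGFBP3. The cause was not tested.

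A simulated 2-fold change was recovered in 53% of genes with 3 libraries against 3, so the 0 genes between DAF-mut9 and Δ22 leave differences of that size open in single genes.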

Other observations

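For the patterns below, the simulation of constructs sharing the iEF libraries, the 2 tests of FLI1 RNA, the 3 tests of the ComBat-adjusted table the comparison of DAF with Δ22 and the direct comparisons of WT-EF with Δ22 and DAF-mut9 were tests chosen only after the result was seen.

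Each of the 12 comparisons of 2 groups was repeated over the 10 ways to divide its 6 libraries. For 11 of them only 1 of the 10, the real one, gave as many genes, and for DAF-mut9 against Δ22, with 0 genes, all 10 did. Of the 108 other divisions, 6 gave any call and none more than 33. The 11 real counts ran from 817 to 12560, and simulated contrasts of unchanged constructs with iEF gave at most 2 calls. The rank of the real division can be no lower than 1 of 10, so the rank alone decides nothing.

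Δ22 and DAF-mut9 changed 662 genes in the same direction, 229 higher and 433 lower. Chance values of the shared iEF libraries are excluded, since at most 336 genes had an unadjusted p-value below 0.05 and the same direction in 2 simulated unchanged constructs, against 2943 here. Log2 fold changes of the 2 constructs correlated at r = 0.693 across genes, against 0.507 (at most 0.521) for simulated unchanged constructs. WT-EF and mut9 correlated at 0.798, mut9 and DAF at 0.641 and WT-EF and DAF at 0.509, where the simulation gave at most 0.516 for the last. WT-EF correlated with Δ22 at 0.471 and with DAF-mut9 at 0.445, where the simulation gave 0.522 and 0.514. Both constructs of a simulated pair were unchanged, whereas WT-EF changed 8635 genes, which adds variance that the simulation lacks. The simulated values are therefore no reference for pairs with WT-EF, and no absence of shared changes can be read from them. A deviating iEF library may contribute, because the shared count was 235 without iEF replicate 3, against 763 and 756 without replicates 1 and 2. A response to any cDNA against the empty vector is left undecided. Of the 130 shared genes that endo-EF left unchanged, 83.1% were changed the same way by DAF and 53.1% by mut9, but 35.4% by WT-EF. Under 50% in any of these 3 counted against this explanation by the criterion set beforehand, but such shares do not show that WT-EF differs from Δ22 or DAF-mut9. By direct tests WT-EF changed 48.5% (63) of the 130 genes less than both Δ22 and DAF-mut9 did, 53.1% (69) less than Δ22 and 56.2% (73) less than DAF-mut9. Over 50% for both together was required to exclude it. The median log2 fold change in the shared direction was 1.15 with Δ22, 1.26 with DAF-mut9, 1.13 with DAF, 0.76 with mut9 and 0.40 with WT-EF. Because both explanations stay open, no biological cause is assigned.

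DAF moved 420 genes opposite to endo-EF. A change that Δ22 also gives might account for them, as 10% (42) differed between DAF and Δ22, against 13.6% (177) of the 1304 genes that DAF moved as endo-EF did. The criterion set beforehand, a share under 0.5 of the reference share, was not met, which by that criterion counts against this explanation. After the value was seen it was instead left undecided, because both shares are low. The power of the comparison to separate them was not measured. Of the 420 genes, 110 were changed the same way by Δ22, and of the 1304 genes 410 were. The median log2 fold change with Δ22 in the direction of DAF was 0.49 in the 420 genes, where DAF had a median size of 0.86, and 0.74 against 1.32 in the 1304. All of these values share the iEF libraries, and what an unchanged construct would give was not simulated for them. In all, 297 genes differed between DAF and Δ22.

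The order of rescue, WT-EF over mut9 over DAF, was not explained by less construct RNA in DAF: FLI1 was higher with DAF than with WT-EF, by a log2 fold change of 0.603. Protein levels were not analysed here. WT-EF moved endo-EF genes less than the endogenous fusion, and less fusion RNA might be a cause, since FLI1 was lower with WT-EF than in iLuc by a log2 fold change of -1.51. The cDNA lacks the 3′ untranslated region that endogenous transcripts carry, so the explanations cannot be told apart here.

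The authors' ComBat-adjusted table did not hold 4376 of the tested genes. Low mean counts are excluded as the whole reason, since 202 of these genes had a mean over 100 counts, and their median endo-EF log2 fold change was -6.36. The authors removed genes with less than 1 count per sample. Read as a count of 0 in any library, this is excluded as the reason for the 202 genes, of which 8.42% (17) had a 0. Of all 4376 genes 92.8% had one, but so did 19.9% of the genes inside the table, which that reading would have removed. Removal of genes with values at or under 0 after ComBat is a candidate explanation: ComBat on raw counts gave such a value in 87.6% of the genes outside the table and 4.09% of those inside it. That setting of ComBat was picked after several were compared with the table. Comparisons on the adjusted table therefore leave out some of the most strongly repressed genes. No biological explanation was tested for this pattern.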
